A study of Mus musculus with 71 samples. Its data were reported in "Liver gene expression and its rewiring in hepatic steatosis are controlled by PI3Kα-dependent hepatocyte signaling" (2025).

How the data were processed

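Total RNA from 71 mouse livers had been hybridised to one-colour Agilent SurePrint G3 mouse arrays, and the images had been read with Agilent Feature Extraction 10.10.1.1. Per the labels, the authors took the median signal intensity of each probe, filtered the probes, transformed the signal to log2, corrected it for the washing batch and applied quantile normalization with limma. The deposited values are therefore log2 intensities, and they were used as they came. The table holds 46746 rows, of which 138 are control probes. Its values run from 3.782 to 18.17, every array has a median of 6.172, and 1151 values are missing. Array signals have no read depth. The negative control probe read 4.23, and the median of the 96 ERCC control probes was 4.319, which is the background on this scale.

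Groups were taken from the sample labels: genotype (WT or hepatocyte knockout, KO), diet (control diet, LFD, or HFD) and zeitgeber time (0, 4, 8, 12, 16 and 20 h). The unit of testing was the probe. The plan had been to test 1 probe per gene, but the tables used here pair only part of the probes with genes, so 23359 probes with a mean above the table's median were tested. Names were read from array lists that the study published for 2 of its other experiments, with other mice and the same array design. They were used for names alone, in shortened copies that run in array order and cover 1445 probes, of which 1435 matched an accession in the reference gene table (GRCm38.p6, used for names alone), and 68 symbols were updated. Of these probes 1152 were tested, 4.93% of all, and they stand for 1136 genes, with the probe of the highest mean kept for each. Only these genes can be named. Which they are was set by the place on the array and by the filter of those experiments, so that a gene without a name here was tested only as a probe.

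Differences were tested in R 4.3.3 with limma 3.58.1. The main model had a mean for each of the 24 groups, array weights, and contrasts that average the 6 times with equal weight. Probes with a Benjamini-Hochberg adjusted p of 0.05 or less were called. Rhythms were tested with the same weights in a model with a mean and a 24 h cosine and sine for each genotype and diet, with a moderated F test of the coefficients or of their differences. The amplitude is the cosine fit's height above its mean, and the peak time is its acrophase. Rhythm models were chosen as in dryR, by the lowest BIC among 52 models, with all arrays weighted equally. All p-values are two-sided and from limma unless named otherwise. Values in the text are log2 differences ± SE or group means ± SD. The differences use the array weights. Group means and SD take all arrays equally, over all times unless a time is named, so their gaps need not equal the differences. Array weights were estimated from the probes with no missing value, and 134 tested probes have one.

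Named genes followed a rule fixed before the data were examined. It took the 10 largest rises and falls among called genes with the same sign at all 6 times, the 10 largest interactions and amplitude changes in each direction, the 5 largest amplitudes of each group, and up to 4 members of each list. Lists of 507 genes in all had been fixed for pathways and for markers of other cell types, and 42 of them (8.28%) were named and tested. This is too few for set tests, which were not run. Several lists had no measured member: core clock, cholesterol synthesis, female-biased genes, xenobiotic metabolism, cell cycle, and markers of hepatocytes, neutrophils, adipose tissue and pancreas. The planned results on the deleted gene and on core clock genes are not reported here.

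Part of the tests was tried on simulated data of 23225 probes, with noise drawn independently for each probe. The genotype effect on HFD, the HFD effects on means and the interaction were not simulated. For the genotype effect on control diet, limma recovered 83.6% of probes changed 1.25-fold, 98.5% of those changed 1.5-fold and 100% of those changed 2-fold, with 4.57% false calls. For a rhythm change by HFD in KO it recovered 8.96%, 49.3% and 80.3% with 6.12% false calls, and for a rhythm change by genotype on HFD it recovered 5.97%, 47.8% and 81.8% with 2.17% false calls. For the rhythm in KO on HFD it recovered 19.4%, 67.2% and 86.4% with 3.36% false calls. These shares of false calls do not cover departures that many probes of an array have in common, which the shuffled splits of the real data include.

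Alternatives were no array weights, wash batch as a covariate or each batch alone, a replicate block, leaving out each replicate and each array, other probe filters, centring, a robust trend in limma, fold limits of 1.5, the samples of the compared groups alone, an F test over the times, and a BIC weight of at least 0.4. Within a wash batch the times were additive for the tests of means. The test of whether the rhythm change by HFD differs between genotypes, and the fits without single times or without the 3 arrays that lay apart, were added after the data had been seen. Model classes of at least 300 probes were followed, a limit also set after their counts were seen. For each count, 100 splits with shuffled labels, the real one included, were fitted with equal array weights, and for the limma counts also with weights estimated anew in each split, which was added last.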

Results

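Gene expression was measured in the livers of 71 male mice with one-colour microarrays. The mice either carried an intact Pik3ca gene, which encodes the p110α subunit of the insulin-responsive lipid kinase PI3K (WT), or lacked it in hepatocytes through albumin-Cre recombination (KO). They were 12 weeks old when they were placed on a control diet (LFD) or a high-fat diet (HFD), which they ate for 16 weeks. Livers were taken every 4 h across the day, at zeitgeber time (ZT) 0, 4, 8, 12, 16 and 20, from 3 mice per genotype, diet and time, except WT mice on control diet at ZT12, of which there were 2. This gave 17 WT mice on control diet and 18 mice in each of the other groups. Array data have no read depth, and the number of arrays limits the precision. The values are log2 signals, and the negative control probe read 4.23. Of the 46608 probes, 23359 had a mean above the table median of 6.172 and were tested. A gene name was at hand for a small part of the probes, so that 1136 of the tested genes could be named. The deleted gene and the core clock genes were not among them and are not analysed here.

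The first principal component of the arrays held 28.16% of the variance, and genotype accounted for 75.1% of it. The second held 13.53%, of which sampling time accounted for 65.3%. Diet accounted for 42.6% of the fourth component, which held 7.852%. The 3 arrays with the lowest weights in the limma model lay apart from their groups. They were replicate 2 of KO mice on HFD at ZT4 and at ZT12 and replicate 3 of WT mice on control diet at ZT20, with weights of 0.125, 0.117 and 0.189. In these 3 arrays Col1a1, a collagen gene of stellate cells, lay a median of 3.83 above the group mates on the log2 scale, and Itgax, which marks myeloid cells, lay 3.75 above them.

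**Figure D1:**
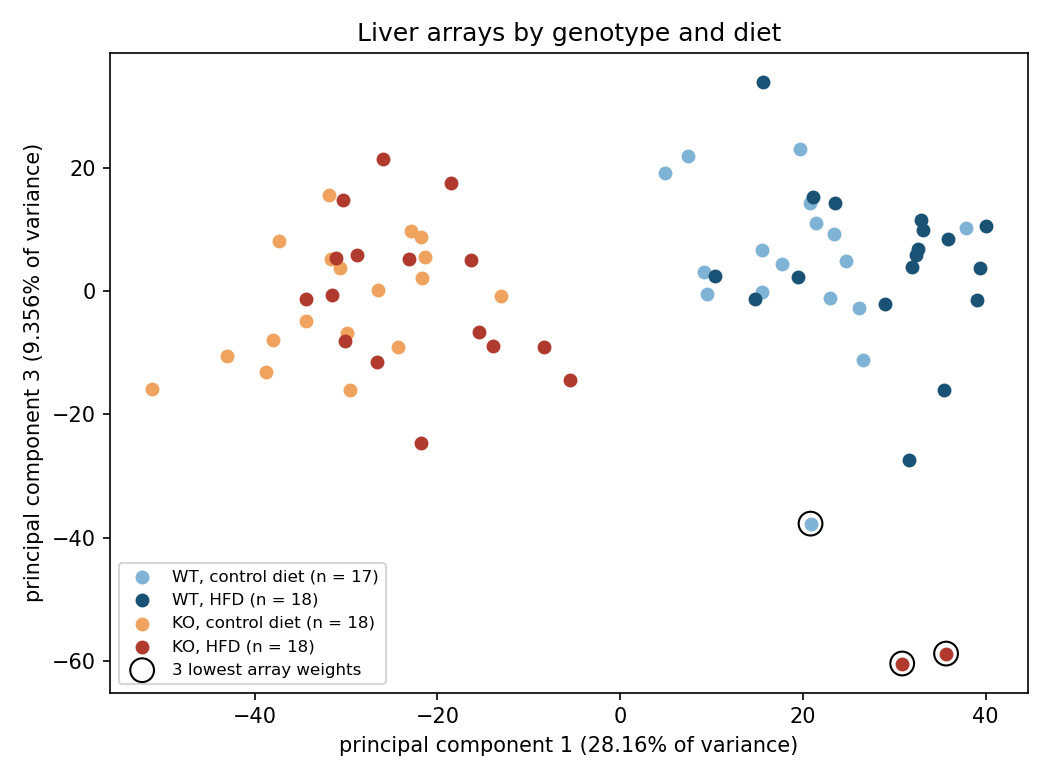
Each point is one of the 71 arrays, placed by principal component 1 (28.16% of variance) and principal component 3 (9.356%) and coloured by genotype and diet. KO arrays lie to the left and WT arrays to the right, except for the circled KO arrays among the 3 arrays with the lowest weights.

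The first comparison asked what hepatocyte p110α does to liver expression on the control diet. Of the 4 measured members of the fat storage list fixed before, 3 were lower in KO than in WT livers, also adjusted over the list alone (3), while Dgat1, a triglyceride synthesis gene, differed by -0.04 ± 0.04 and was not called. Cidea, which codes for a lipid droplet protein, had a mean of 12.71 ± 1.59 (SD, n = 17) in WT and of 5.0 ± 0.40 (SD, n = 18) in KO. Its weighted log2 difference was -8.05 ± 0.23 (SE), and its KO level was close to the negative control probe. The means are unweighted, and that of WT includes the array of low weight at ZT20, where Cidea read 7.764. Pparg, the nuclear receptor that drives fat storage genes, fell by 2.88 ± 0.11 on the log2 scale, and Cd36, a fatty acid transporter, fell by 2.82 ± 0.11. Slc35f2 fell by 3.02 ± 0.12, to a KO level of 5.01 ± 0.28 (SD) that was also near background, and Lgals1, a galectin gene, fell by 2.85 ± 0.10. Among genes that were higher in KO livers, Fam222a rose by 1.37 ± 0.11, the ribonuclease gene Ang4 by 1.23 ± 0.11, the hepatokine gene Fgl1 by 1.18 ± 0.12 and the activin receptor gene Acvr2b by 1.15 ± 0.08. Apart from Dgat1, these genes were named by a rule that required the same direction at all 6 times, so that trait is no result. Their limma adjusted p ranged from 4.8e-29 for Lgals1 to 9e-12 for Fgl1 apart from Cidea, for which it was 7.2e-33.

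The lipogenesis list had 4 measured members. Of these, Gpam, which starts triglyceride synthesis, fell by 1.95 ± 0.11, Acacb, an acetyl-CoA carboxylase, fell by 1.61 ± 0.18, and the desaturase gene Fads2 fell by 0.86 ± 0.09, whereas the elongase gene Elovl6 differed by -0.13 ± 0.13 and was not called. The count was 3 of 4 over all probes and 3 adjusted over the list alone. All 4 measured members of the fatty acid oxidation list were lower in KO livers, with 4 also adjusted over the list alone, and Acot1 among them fell by 1.00 ± 0.20. The aminotransferase gene Tat, a FOXO1 target, rose by 0.57 ± 0.09, and Rictor, a subunit of mTOR complex 2, rose by 0.42 ± 0.05. Saa2, an acute phase gene, fell by 1.27 ± 0.23 and was not called without replicate 2. Of the markers of other cells, Col1a1 fell by 1.55 ± 0.17, Itgax fell by 1.22 ± 0.16 and the B cell gene Cd79b fell by 0.45 ± 0.10. Fcgr2b, Sox9, Cd3e and the globin gene Hba-a1 were not called. Of the named genes 59.8% were called, which limits what counts out of 4 listed genes can show. In all, limma called 14004 probes, 60% of those tested, with 8042 higher and 5962 lower in KO. Their median absolute difference was 0.22, and 1315 of them differed by more than 1.5-fold. With wash batch as a covariate the count was 13851, and within the wash batches, which hold 24, 23 and 24 arrays, it was 7441, 5674 and 4757. Without replicate 2 it was 8212.

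On HFD the same question gave a closely related list. Of the fat storage list 3 of the 4 measured genes were called, and 3 adjusted over the list alone. Cidea differed by -7.41 ± 0.24, Lgals1 by -2.74 ± 0.10, Cd36 by -1.85 ± 0.12 and Pparg by -1.80 ± 0.11 between KO and WT livers. The differences of Cd36 and Pparg are averages over wide gaps at ZT0 and narrow ones at ZT12. Pparg at ZT0 ran from 7.911 to 8.612 in KO and from 11.034 to 11.437 in WT. At ZT12 it ran from 10.524 to 11.542 and from 11.641 to 11.787. Cd36 ran from 8.267 to 8.765 and from 10.896 to 11.676 at ZT0. At ZT12 it ran from 10.884 to 11.252 and from 11.109 to 11.64. Acacb fell by 2.85 ± 0.19 and Elovl6 fell by 1.13 ± 0.14, so that 4 of the 4 measured lipogenesis genes were called, and 4 adjusted over the list alone. In this contrast 60.1% of all tested probes and 61.4% of the named genes were called. Counts out of 4 listed genes therefore say little about a pathway. Among markers of other cells, Col1a1 fell by 2.27 ± 0.17 and Itgax fell by 1.65 ± 0.17. Without replicate 3 the difference of Itgax was -0.66 (limma adjusted p = 0.053). That fit left fewer group mates beside the KO arrays of low weight at ZT4 and ZT12, where Itgax lay 3.98 and 3.75 above them. Whether this accounts for the smaller difference was not tested. Cd79b fell by 0.55 ± 0.11 and was not called without replicate 1, while Fcgr2b, Sox9, Cd3e and Hba-a1 were not called. Ang4 rose by 1.46 ± 0.11, Acvr2b by 1.43 ± 0.08 and Fgl1 by 0.96 ± 0.13. Hamp, which codes for the iron hormone hepcidin, fell by 4.81 ± 0.82, but its values in KO mice on HFD were widely spread (10.19 ± 4.11, SD, n = 18) and ran from 4.1, at background, to 15.474, so that the difference is inexact, and without replicate 1 the difference was -3.23 with a limma adjusted p of 0.092. Of the 4 measured fatty acid oxidation genes 2 were called, and 2 adjusted over the list alone: Acot4 fell by 0.69 ± 0.12 and Etfdh fell by 0.15 ± 0.04, which was not called without replicate 1 or 2.

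In all, 14044 probes were called on HFD, 7955 higher and 6089 lower in KO, and 1501 differed by more than 1.5-fold. Of these 14044 and the 14004 on control diet, 10976 were shared, and 10889 had the same direction, where independent lists would share 4293. Across probes, which are not independent replicates, Pearson's r of the differences was 0.88 and Spearman's rho was 0.84. The comparisons have no mice in common. With wash batch as a covariate the HFD count was 13951, and within wash batches it was 3640, 6310 and 5900. It was 6597 without replicate 1 and 7145 without replicate 3.

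**Figure D2:**
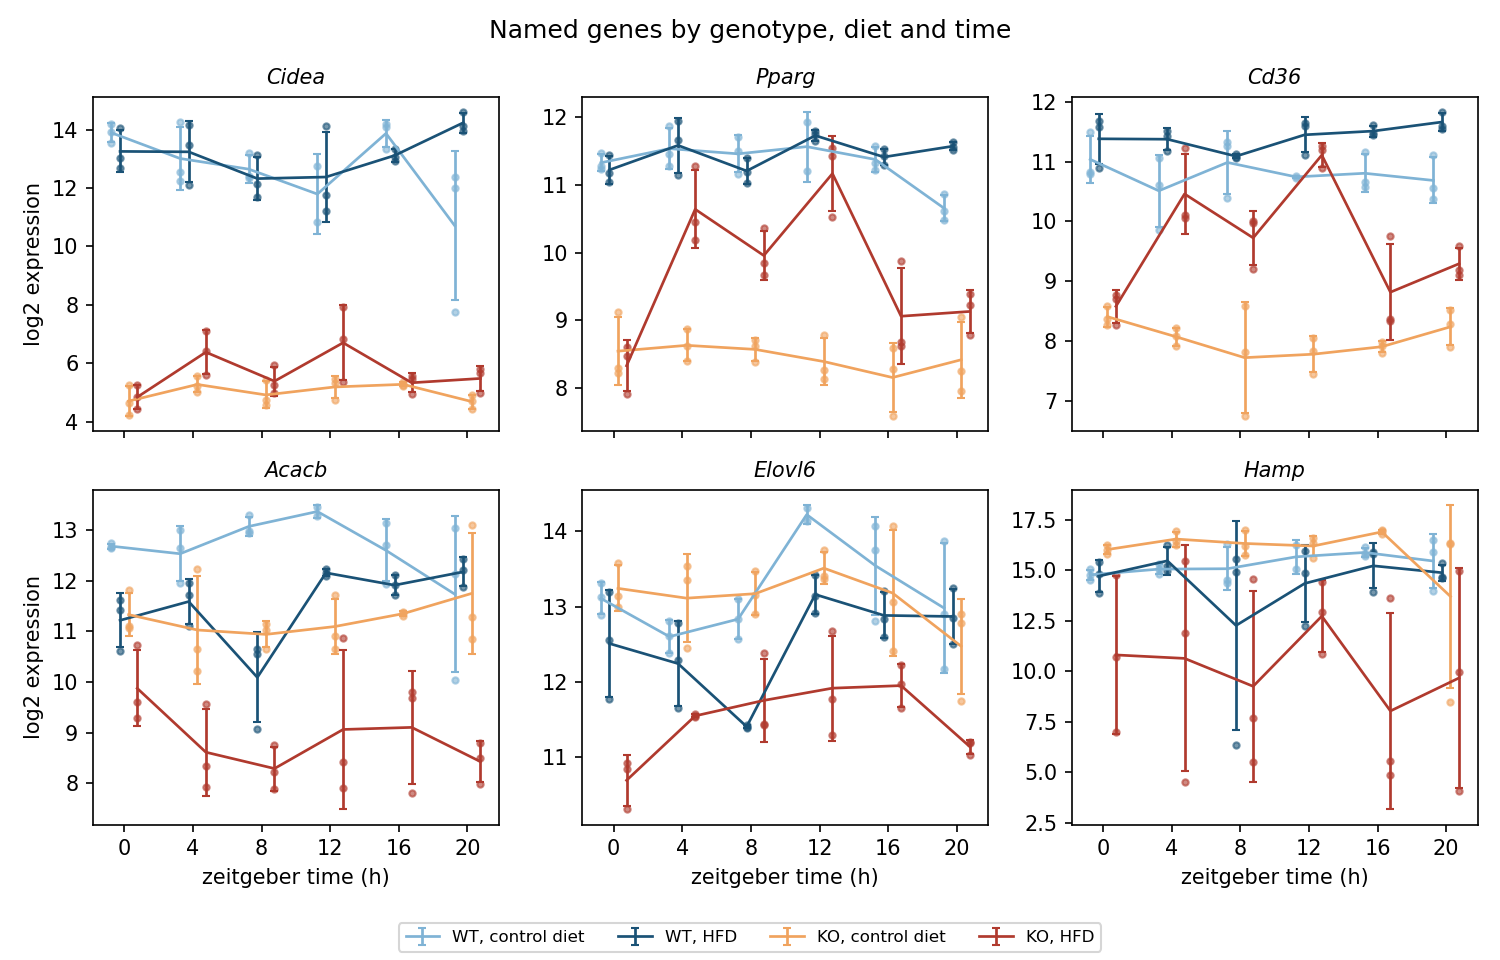
Log2 expression (vertical axis) against zeitgeber time in hours (horizontal axis) of 6 genes. Points are single mice, and lines and bars are the mean and SD of 3 mice (2 for WT on control diet at ZT12). Cidea has a mean of 12.71 in WT and of 5.0 in KO livers on control diet, and Pparg in KO mice on HFD runs from 8.33 at ZT0 to 11.16 at ZT12.

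The next comparison asked what HFD changed in WT livers. The named genes that rose most were Ifi27l2b, by 1.00 ± 0.14, Pcp4l1, by 0.95 ± 0.17, and the matrix gene Thbs1, by 0.73 ± 0.13. All 4 measured fatty acid oxidation genes were higher and called, also adjusted over the list alone (4), with Acot4 up by 0.69 ± 0.11 and Acot1 by 0.61 ± 0.19. Of the fat storage list 1 of 4 measured genes was called, Cd36, up by 0.62 ± 0.11. Adjusted over the list alone it was 2, with Dgat1 as the other, which was lower (-0.1 ± 0.04). All 4 measured lipogenesis genes were lower, and 4 adjusted over the list alone: Acacb fell by 1.20 ± 0.17, Gpam fell by 0.83 ± 0.10, Elovl6 fell by 0.67 ± 0.12 and Fads2 fell by 0.28 ± 0.08. Reck, a protease inhibitor gene, fell by 0.96 ± 0.08, and the interferon regulator gene Irf7 fell by 0.45 ± 0.10. Of the markers of other cells, Col1a1 rose by 0.58 ± 0.16 and the globin gene Hba-a1 by 0.31 ± 0.11. Neither was called without array weights or without replicate 1 or 3. Hba-a1 was also not called without replicate 2, with a replicate block (limma adjusted p = 0.051) or without the 3 arrays of low weight (0.052). Of the named genes 26.3% were called. Limma called 5233 probes, 22.4% of those tested, 2566 higher and 2667 lower, and 298 of them changed by more than 1.5-fold. Without array weights 2282 probes were called, and the rise of Acot1 was 0.64 with a limma adjusted p of 0.18. Ifi27l2b, Pcp4l1, Thbs1 and Cd36 were not called without replicate 1 (limma adjusted p of 0.1, 0.065, 0.12 and 0.098), Acot1 was not called without replicate 1 or 2, and Fads2 was not called without any one replicate. Acadvl, a member of the fatty acid oxidation list, was not called without array weights or without replicate 1 or 2. With wash batch as a covariate the count was 5143, within wash batches it was 82, 45 and 672, and without replicates 1, 2 and 3 it was 897, 2247 and 2302.

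In KO livers HFD raised several of the genes that the knockout had lowered. Cd36 rose by 1.59 ± 0.12, Slc35f2 by 1.55 ± 0.14 and Pparg by 1.20 ± 0.12, while Cidea differed by 0.63 ± 0.25 at a level near background and was not called without array weights (limma adjusted p = 0.072), without any one replicate (0.33, 0.24 and 0.17), with wash batch as a covariate or without the 3 arrays of low weight (0.058). The rises of Pparg and Cd36 are averages over times that differed. At ZT0 Pparg in single KO mice ran from 7.911 to 8.612 on HFD and from 8.223 to 9.121 on control diet. At ZT12 it ran from 10.524 to 11.542 and from 8.132 to 8.79. For Cd36 at ZT0 the ranges were 8.267 to 8.765 on HFD and 8.259 to 8.587 on control diet. At ZT12 they were 10.884 to 11.252 and 7.452 to 8.039. Ifi27l2b rose by 1.58 ± 0.16 and Pcp4l1 by 1.59 ± 0.20. Acot1 rose by 1.5 ± 0.22, and all 4 measured fatty acid oxidation genes were called, 4 adjusted over the list alone. Acacb fell by 2.44 ± 0.20, Elovl6 fell by 1.67 ± 0.14 and Gpam fell by 0.40 ± 0.12, so that 3 of 4 lipogenesis genes were called, 3 adjusted over the list alone. Of the fat storage list 3 of 4 were called, 3 adjusted over the list alone, and none of the 7 measured markers of other cells was called. Fcgr2b (-0.25 ± 0.11) and Hba-a1 (0.28 ± 0.13) were called when adjusted over their lists of 1 measured gene each. Hamp fell by 6.88 ± 0.86, and without replicate 1 it fell by 4.39 with a limma adjusted p of 0.075. Saa2 rose by 0.77 ± 0.25, an inexact value because part of its values on HFD stood at the top of the scale. It was not called without replicate 1 or 2, where it rose by 0.88 and 0.55. Gpam was not called without array weights or without replicate 1 or 3, and Acot4 was not called without replicate 1 or 3. Of the named genes 30.9% were called. Limma called 6889 probes, 29.5% of those tested, 3169 higher and 3720 lower, and 547 changed by more than 1.5-fold. Of the HFD effects, 3050 probes were called in both genotypes and 3000 of them had the same direction, against 773 for independent lists, with Pearson's r of 0.66 and Spearman's rho of 0.55 across probes. With wash batch as a covariate the count in KO was 6716, within wash batches it was 235, 217 and 389, and without replicates 1, 2 and 3 it was 1689, 3239 and 2841.

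Whether HFD acted differently in the 2 genotypes was tested by the interaction. The HFD effect was larger in KO than in WT for Slc35f2 by 1.84 ± 0.18, a value that its level near background in KO on control diet makes inexact, for Pparg by 1.08 ± 0.16 and for Cd36 by 0.97 ± 0.16. It was lower in KO for Acacb by -1.24 ± 0.26 and for Elovl6 by -1.0 ± 0.19, and the mitochondrial enzyme gene Acadvl, which oxidises long fatty acids, differed by 0.26 ± 0.04. Hamp differed by -5.88 ± 1.14. The values for Pparg and Cd36 are averages over the times. In KO mice their HFD effect was small at ZT0 and large at ZT12, as given above. Of the lipogenesis list 2 of 4 measured genes were called, and 3 adjusted over the list alone. Of the fatty acid oxidation list 1 of 4 was called, and 3 adjusted over the list alone, and of the fat storage list 2 of 4 in both ways. Of the 7 measured markers of other cells none was called. Col1a1 among them differed by -0.72 ± 0.24, was called when adjusted over its list of 1 measured gene, and differed by -0.79 with a limma adjusted p of 0.014 without the 3 arrays of low weight. The interaction was called for 6.07% of the named genes. It was called for 1220 probes, 5.22% of those tested, 669 higher and 551 lower. Of these, 683 had an HFD effect called in KO alone, 222 in WT alone and 243 in both in the same direction, and 50 were called in both with opposite signs. With array weights estimated anew, 2 of 100 splits with shuffled labels, the real one included, gave as many probes. The highest shuffled count, 1439, passed the real 1209, so chance is not firmly excluded. The count depended on the setting. It was 210 without array weights, 731 without replicate 3 of KO mice on HFD at ZT4, 1134 with wash batch as a covariate, 4, 0 and 5 within wash batches, and 20, 168 and 149 without replicates 1, 2 and 3. Slc35f2 and Pparg were called without each replicate in turn, whereas Acacb was not called without replicate 1 or 3 or without array weights, Elovl6 was not called without replicate 1 or 3, Cd36 was not called without replicate 1, Hamp was not called without replicate 1 or 2, and Acadvl was not called without array weights or without any one replicate.

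Daily rhythms were fitted with a cosine of 24 h. For single genes, rhythms and rhythm changes were read in the main fit alone. Whether any of them holds in the alternatives, under which the counts fell strongly, is not known. In KO mice on HFD the largest amplitude among named genes was that of Elovl3, a fatty acid elongase gene, with 2.59 ± 0.26 (SE, log2) and a fitted peak at 20.7 h. It was followed by Cyp3a16, a cytochrome P450 gene, with 1.60 ± 0.32 and a peak at 11.6 h, by Sdf2l1, a chaperone gene of the endoplasmic reticulum, with 1.57 ± 0.15 and a peak at 22.5 h, and by 9130409I23Rik with 1.52 ± 0.20 and a peak at 11.3 h. Saa2, with a peak at 1.1 h, had a fitted amplitude of 1.55 ± 0.30, but part of its values stood at the top of the scale, so that its place among these genes is not known. The rhythm was called for 8367 probes in WT on control diet, 7906 in WT on HFD, 10116 in KO on control diet and 11349 in KO on HFD. Chance was not excluded for KO on control diet, where 5 of 100 splits with shuffled times gave as many. For KO on HFD 3 of 100 did. The highest shuffled count there, 15505, passed the real 11296 among probes with no missing value. Chance is thus not firmly excluded for KO on HFD either. The median shuffled count was 358 for KO on control diet and 2327 for KO on HFD. Of the rhythmic probes in KO on HFD, 26.7% peaked between 8 and 12 h and 28.6% between 20 and 24 h, compared with 16.5% and 18.6% in WT on HFD, 16.0% and 16.7% in KO on control diet and 13.5% and 16.2% in WT on control diet. Without ZT0 the count in KO on HFD was 7884 and that in WT on HFD 7176. Without array weights the counts were 4771, 4158, 8216 and 9880 in the same order. Within single wash batches the ranking of the groups was not kept, as given further below.

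**Figure D3:**
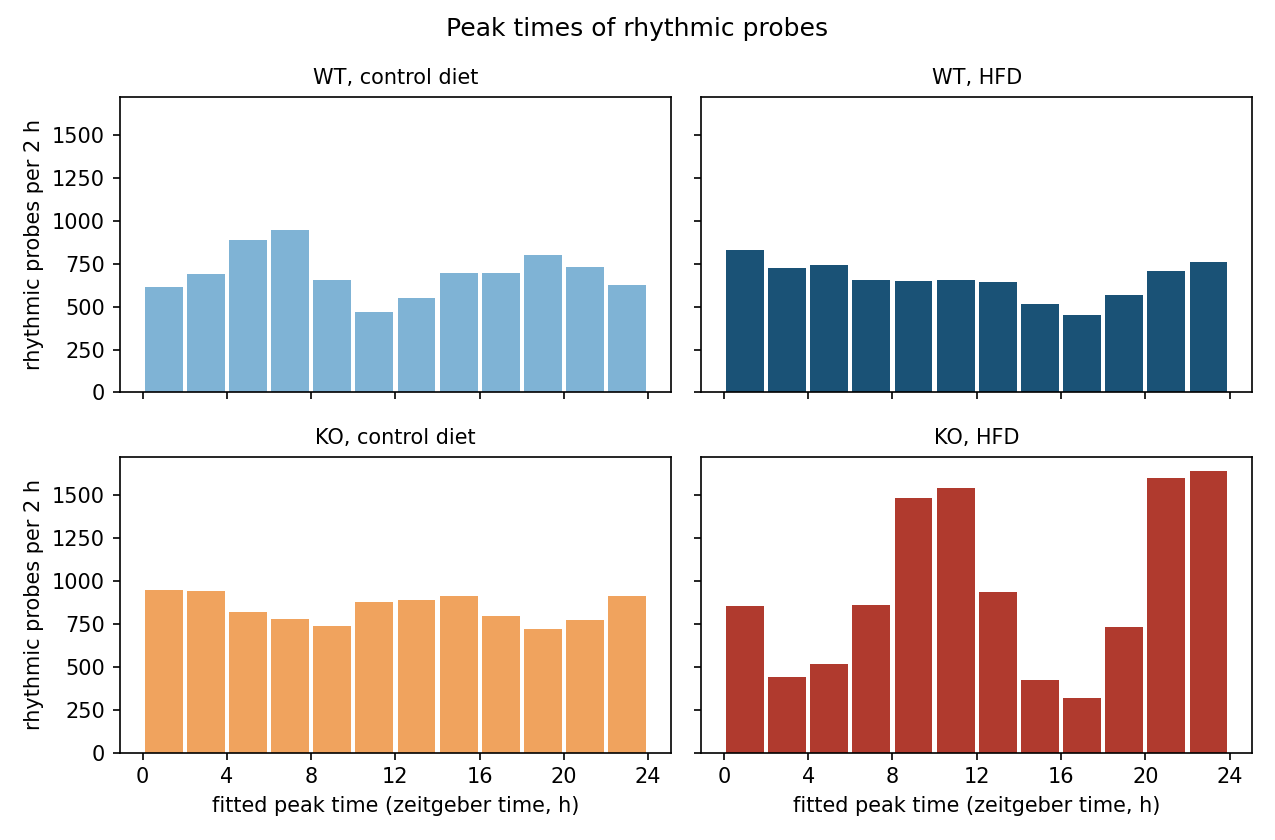
Number of rhythmic probes per 2 h (vertical axis) by fitted peak time in hours (horizontal axis) in each genotype and diet. KO mice on HFD have 3028 probes that peak between 8 and 12 h and 3243 that peak between 20 and 24 h, out of 11349.

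The effect of HFD on rhythms was tested in KO livers first. Pparg had an amplitude of 1.05 ± 0.16 in KO on HFD and of 0.16 ± 0.16 in KO on control diet, and in KO mice on HFD it ran from 8.33 ± 0.37 at ZT0 to 11.16 ± 0.56 at ZT12 (SD, n = 3). Amplitudes rose by 1.15 for the tropomyosin gene Tpm2, 1.14 (inexact) for Saa2, 1.02 for 9130409I23Rik, 1.00 for Sdf2l1, 0.97 for Elovl3 and 0.74 for the chaperone gene Hspa5. Saa2 at ZT0 was 17.55 ± 1.07 in KO on HFD and 13.76 ± 0.35 in KO on control diet. In 2 of the 3 KO arrays on HFD at ZT0 it stood at the highest value of the table, 18.17, so that its level there is a lower bound and its amplitude is inexact. Amplitudes fell for the kinase gene Sgk1, from 0.92 ± 0.12 to 0.10 ± 0.14, for the spermidine synthase gene Srm, from 0.60 ± 0.08 to 0.11 ± 0.09, and for the carnitine acetyltransferase gene Crat, from 0.95 ± 0.11 to 0.54 ± 0.12. A change was called by limma for 3814 probes, and the amplitude was larger on HFD in 77.2% of them. With array weights estimated anew, 4 of 100 splits with shuffled labels, the real one included, gave as many probes. The highest shuffled count, 5174, passed the real 3782, so chance is not firmly excluded. Whether the named genes kept their rhythm change in the settings that follow was not examined. The count rested on single times and arrays. It was 86 without ZT0, 1448 without ZT12, 1970 and 2181 without replicate 1 of KO mice on HFD at ZT0 and at ZT12, 2145 without replicate 2 of KO mice on control diet at ZT0, and 909 without array weights. It was 3663 with wash batch as a covariate, 2, 0 and 0 within wash batches, and 9, 97 and 1147 without replicates 1, 2 and 3.

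The same test was made in WT livers. The amplitude of Arl4a, a small GTPase gene, was 0.58 ± 0.07 on HFD and 0.24 ± 0.07 on control diet, while that of Cables1 was 0.18 ± 0.11 on HFD and 0.63 ± 0.11 on control diet. That of Gpam was 0.29 ± 0.12 on HFD and 0.52 ± 0.12 on control diet. Limma called 458 probes, and 310 of them had the smaller amplitude on HFD. That this is fewer than in KO livers did not hold without replicate 1, with 10 in WT and 9 in KO, or without ZT0, with 467 and 86. The count was 1 without array weights, 0 without ZT8 and without ZT20, 196 without ZT16, 1215 without ZT4, 303 with wash batch as a covariate, 0 in each wash batch, and 10, 0 and 13 without replicates 1, 2 and 3. Leaving out 1 array gave 120 without replicate 3 of WT on HFD at ZT8, 278 without replicate 1 of WT on HFD at ZT20 and 923 without replicate 1 of WT on HFD at ZT4. On control diet it gave 289, 141, 218 and 153 without WT replicate 2 at ZT4, 2 at ZT8, 2 at ZT16 and 1 at ZT20.

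Rhythms were next compared between genotypes on HFD. The amplitude of Serpine2, a protease inhibitor gene, was 1.33 ± 0.20 in KO and 0.20 ± 0.16 in WT, that of Cyp3a16 was 1.60 ± 0.32 and 0.28 ± 0.26, and that of Fam222a was 1.47 ± 0.16 and 0.71 ± 0.13. Sdf2l1 peaked at 22.5 h in KO and at 3.0 h in WT. Hes6 and Fads2 had the smaller amplitude in KO, with 0.10 ± 0.10 against 0.47 ± 0.08 and 0.24 ± 0.11 against 0.44 ± 0.09. Of 4196 probes called, 90.3% had the larger amplitude in KO, but chance was not excluded for this count, as 11 of 100 splits with shuffled labels gave as many. The count was 1124 without ZT0, 1674 without ZT12, 2742 and 2601 without replicate 1 of KO on HFD at ZT0 and at ZT12, 735 without array weights, 4002 with wash batch as a covariate, 0, 0 and 1 within wash batches, and 199, 2573 and 354 without replicates 1, 2 and 3.

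**Figure D4:**
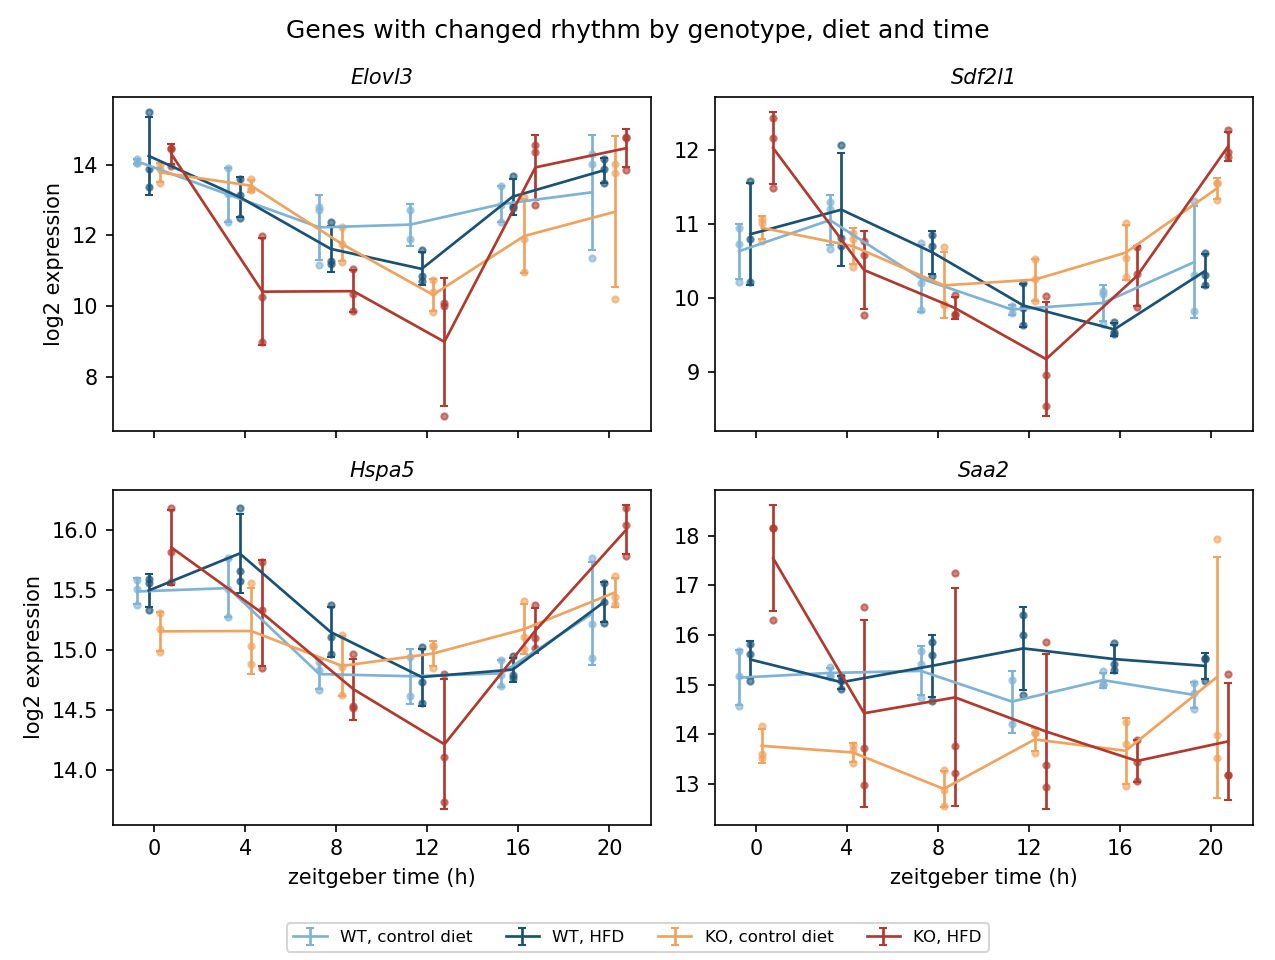
Log2 expression (vertical axis) of 4 genes against zeitgeber time in hours (horizontal axis). Points are single mice, and lines and bars are the mean and SD of 3 mice (2 for WT on control diet at ZT12). Saa2 has a mean of 17.55 at ZT0 in KO mice on HFD, a lower bound because part of its values stand at the top of the scale. Elovl3 has its largest fitted amplitude, 2.59, in the same group.

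On control diet, Sgk1 cycled with an amplitude of 0.92 ± 0.12 in KO and 0.09 ± 0.12 in WT livers, and Crat with 0.95 ± 0.11 and 0.14 ± 0.10. Arl4a had 0.73 ± 0.07 in KO and 0.24 ± 0.07 in WT. Hspa5 had the smaller amplitude in KO, 0.25 ± 0.08 against 0.50 ± 0.08, and so did the selenoprotein gene Selenok, 0.04 ± 0.04 against 0.27 ± 0.03. Limma called 708 probes. With array weights estimated anew, 3 of 100 splits with shuffled labels, the real one included, gave as many. The highest shuffled count, 876, passed the real 682, so chance is not firmly excluded. The count was 24 without array weights, 390 without ZT0, 353 without ZT8, 337 without ZT16, 178 without ZT20, 349 and 376 without replicate 2 of KO on control diet at ZT0 and at ZT20, and 436 without replicate 2 of WT on control diet at ZT4. It was 527 with wash batch as a covariate, 2, 0 and 0 within wash batches, and 0, 0 and 13 without replicates 1, 2 and 3.

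Choosing among 52 models of shared, separate or absent rhythms by the lowest BIC, for 23225 probes with no missing value, put 4198 probes in the class with 1 rhythm shared by all 4 groups and 6127 in the class with none. The next classes held 2286 probes rhythmic in all groups but WT on HFD, 1249 in all but KO on control diet, 1139 in both KO groups, 1095 in KO on HFD alone, 967 in all but WT on control diet and 792 in all but KO on HFD. A further 2250 were rhythmic in all 4 groups with rhythms that were not all alike. The class of KO on HFD alone held 473 probes without ZT0. Across the limma counts of 0 given above, the number of probes with an unadjusted p under 0.05 ranged from 1201 to 2967. The lowest is 5.14% of the tested probes, near the share of 0.05 that chance alone would give. The choice among models has no error rate, and it gave a rhythm to 15.6% of flat simulated probes.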

Values the study reported

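The study described 6 clusters of liver genes that differed in their rhythm. The largest held 2,269 genes whose rhythm was kept in every condition. The others held 1,092, 649, 585, 468 and 408 genes.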

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

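The tests of the wrong genotype label, the lower hepatocyte share, the mix of RNA and the 2-level probes, the test of the rhythm interaction, the shuffled splits with array weights, and the fits without single times or without the 3 arrays that stand apart, were chosen after the results were seen.

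The HFD effect differed between KO and WT livers for 1220 probes by the interaction test of limma, and among the 83 genes named or on a list it differed for 23. It was higher in KO for 13 of them: Slc35f2 by 1.84, Pax2 by 1.26, Pparg by 1.08, Tpm2 by 1.00, Cd36 by 0.97, Nme4 by 0.73, Sgk2 by 0.55, Lgals6 by 0.50, Cables1 by 0.46, Crat by 0.46, Reck by 0.45, Acadvl by 0.26 and Pgm1 by 0.15 (log2). It was lower in KO for the other 10: Hamp (-5.88), Acacb (-1.24), Elovl6 (-1.0), Nat8 (-0.68), Rnd2 (-0.62), Htra1 (-0.58), Tkfc (-0.48), Ifit1 (-0.46), Nol4l (-0.45) and Prss23 (-0.44). Only Slc35f2, Pparg, Nme4 and Reck were called in each single-gene alternative. The calls of 19 of the 23 genes ended without replicate 1, of 13 without replicate 2, of 16 without replicate 3 and of 15 without array weights. Without replicate 1 Tpm2 differed by 0.49 (limma adjusted p = 0.83), Htra1 by -0.04 (1), Ifit1 by 0 (1) and Prss23 by -0.24 (0.9), and without replicate 3 Htra1 differed by -0.13 (0.89). The change of rhythm by HFD differed between the genotypes for 2284 probes, and for 253 without ZT0 and 18 without array weights. Without 1 array that count was 1373 and 1402 (replicate 1 of KO on HFD at ZT0 and ZT12) and 1443 (replicate 2 of KO on control diet at ZT0).

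In 3 arrays, those with the lowest weights, the same genes departed from their group mates, with correlations of the departures of 0.83, 0.69 and 0.57 across probes, and the KO arrays among them lay with WT arrays on the first principal component. A wrong genotype label cannot be told apart from an effect of the shared profile: on 64 probes that part all other arrays by genotype, on a scale from 0 (WT) to 1 (KO), the 2 KO arrays stood at 0.36 and 0.26 and the WT array at 0.54, so that none lay within the other arrays of either genotype (at most 0.21 in WT, at least 0.81 in KO). A mix of WT and KO liver RNA alone was argued against. Each of the 3 had at least 101 named genes above all 68 other arrays, where no other array had more than 55. The shared profile could give such a count too, so a mix combined with it cannot be excluded. Weaker labelling was argued against because the highest spike-in deviation of the 3 (0.181) lay within that of other arrays (0.243). These values were read after quantile normalization, which may have removed part of such a difference. A lower share of hepatocytes with all other cell types raised alike was argued against. Col1a1 and Itgax were raised by 3.83 and 3.75 while Fcgr2b was not (-0.03), a gap of 3.86 between markers. Sox9 (0.97), Cd79b (0.65) and Cd3e (0.04) lay between. A lower share in which only some other cell types rose cannot be excluded by this test, as no hepatocyte marker was measured. A change in the cells that express Col1a1 and Itgax stays open, and no biological explanation was tested, since no label sets these mice apart.

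More probes were rhythmic in KO than in WT mice on HFD, with a ratio of 1.44. Within wash batch 2 the order turned, against batches 1 and 3. Of the 3 arrays that stand apart, the KO array at ZT4 lay in batch 1. The KO array at ZT12 and the WT array lay in batch 2, and none lay in batch 3. Whether they lowered the KO counts of their batches was not tested, so the turned order does not decide about the excess. The ratio was 1.37 without the 3 arrays that stand apart, so they did not carry the excess in the weighted fit. Their weights there were already low, and leaving them out was not tried without array weights. It was 1.1 without ZT0, the lowest for any time left out, and 0.984 without both ZT0 and the 3 arrays. Whether ZT0 alone carried the excess and a knockout effect on rhythms cannot be told apart here, because a rhythm that peaks or dips near ZT0 would also lose its call without it. Mice at each time were different animals, and a difference between the ZT0 mice and the others may therefore be consistent with the same values.

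A set of 5 probes split the mice alike into 27 at a low and 44 at a high level, with gaps of 1.82 to 2.44. A difference between wash batches was argued against because all 3 batches held both levels, and a switch set by the time of day because 12 of the 24 groups held both. A background variant that some mice carry is a candidate explanation. It would give 5 probes that split the mice the same way in every genotype and diet, but it was put forward after this split was seen and was not tested. Whether related mice were collected at the same time cannot be told apart from chance, as the permutation p across times was 0.013 and its adjusted value over 4 factors was 0.052.

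Labels were shuffled in 100 splits for each count, the real one included. With equal array weights 1 of 100 splits gave as many probes, the real one, except for the rhythm change by genotype on HFD, where 2 did. The real and highest other counts were 11930 and 1155 for the genotype effect on control diet, 11615 and 3960 for that on HFD, 2277 and 78 for the HFD effect in WT, 5331 and 2974 for that in KO and 203 and 7 for the interaction. They were 4747 and 371, 4141 and 1323, 8173 and 2514, and 9833 and 8112 for the rhythm in WT on LFD, WT on HFD, KO on LFD and KO on HFD. For rhythm changes they were 903 and 174 for HFD in KO, 26 and 2 for genotype on control diet, 732 and 889 for genotype on HFD and 18 and 1 for the difference between genotypes. For HFD in WT they were 1 and 0, which decides nothing about the count fitted with array weights. For the model with a rhythm in KO on HFD alone they were 1095 and 781.

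The reported counts use array weights, so the limma counts were also set against splits in which the weights were estimated anew. In 389 of these 1400 fits the estimation of the weights stopped before its tolerance was reached, so the shares below are approximate. Chance was not excluded for the rhythm change by genotype on HFD, where 11 of 100 splits gave as many (real 4180, highest other 6825), or for the rhythm in KO on LFD, where 5 did (10068 and 15366). For each of the others under 5 of 100 splits gave as many. Where shuffled splits passed the real count, these approximate shares, not adjusted over the counts, do not firmly exclude chance. As many were given by 1 split for the genotype effect on control diet (13935 and 9442) and on HFD (13968 and 10826), the HFD effect in WT (5214 and 1105) and in KO (6857 and 4241), the rhythm in WT on LFD (8323 and 5123) and on HFD (7872 and 5860) and the rhythm change by HFD in WT (456 and 397). They were given by 2 for the interaction (1209 and 1439) and the difference between genotypes in rhythm change (2264 and 2298), by 3 for the rhythm in KO on HFD (11296 and 15505) and the rhythm change by genotype on control diet (682 and 876), and by 4 for the rhythm change by HFD in KO (3782 and 5174).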

How the results depend on the processing

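The fits without single times, without the 3 arrays that lay apart and without replicate 3 of KO on control diet at ZT20, and all fits of the difference between genotypes in the rhythm change by HFD, were chosen after seeing the data, whereas the other alternatives were fixed before the data were examined. Of 426 alternative counts 278 lay within 1.5 times the reported one and 148 did not. The replicate numbers do not pair mice: departures from the group mean correlated at 0.0011 between arrays of 1 number and at -6.4e-05 between others, and with a replicate block the genotype effect on control diet was called for 13990 probes, with no count moved by over 1.5 times. Nor did centring each array, a robust trend in limma, leaving out the dimmest probes or using the compared groups alone move any count that far. Centring could change little, since every array already had a median of 6.172 over the table. The wash batch had been corrected before deposit, so wash batch as a covariate is a weak check of it. Probes near the background of 4.23 give compressed differences, which limits Cidea and Slc35f2 in KO livers and Hamp in part of the KO mice on HFD. Where fewer arrays or a stricter limit were used, their number accounts for part of the lower counts, and for the other moved values the cause was not tested. Set tests, results on the deleted gene and on core clock genes, and means over the probes of a gene were not run, and the interaction has no fit with fewer groups.

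Without array weights the HFD effect in WT was called for 2282 probes, the interaction for 210, the rhythm in WT on LFD for 4771 and in WT on HFD for 4158. Rhythm changes were called for 1 (HFD in WT), 909 (HFD in KO), 24 (genotype on control diet), 735 (genotype on HFD) and 18 (difference between genotypes). With wash batch as a covariate the rhythm change by HFD in WT was called for 303.

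Within wash batches 1, 2 and 3, the counts were 7441, 5674 and 4757 for genotype on control diet, 3640, 6310 and 5900 for genotype on HFD, 82, 45 and 672 for HFD in WT, 235, 217 and 389 for HFD in KO and 4, 0 and 5 for the interaction. Rhythms were called for 1637, 47 and 1543 (WT on LFD), 506, 3109 and 506 (WT on HFD), 2513, 1102 and 612 (KO on LFD) and 626, 343 and 2555 (KO on HFD). Rhythm changes were called for 0, 0 and 0 (HFD in WT), 2, 0 and 0 (HFD in KO), 2, 0 and 0 (genotype on control diet), 0, 0 and 1 (genotype on HFD) and 0, 0 and 0 (difference between genotypes). Of all alternative counts, 19 were 0 by limma, with 1201 to 3297 probes at an unadjusted p under 0.05. These are 5.14% to 14.1% of the tested probes, where chance alone would give a share of 0.05.

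Without 1 replicate number the counts ranged from 8212 to 11596 (genotype on control diet), 6597 to 12258 (genotype on HFD), 897 to 2302 (HFD in WT), 1689 to 3239 (HFD in KO) and 20 to 168 (interaction). Rhythms ranged from 3469 to 5998 (WT on LFD), 4265 to 6247 (WT on HFD), 5003 to 6149 (KO on LFD) and 5677 to 8546 (KO on HFD). Rhythm changes ranged from 0 to 13 (HFD in WT), 9 to 1147 (HFD in KO), 0 to 13 (genotype on control diet), 199 to 2573 (genotype on HFD) and 0 to 143 (difference between genotypes). Model classes ranged from 387 to 1204 (KO on LFD alone), 706 to 1523 (both KO groups) and 272 to 754 (WT on HFD and KO on LFD). A group left with 1 array is assumed to vary like the others. With 1 array left out at a time, the counts ranged from 13195 to 14093 (genotype on control diet), 12451 to 14063 (genotype on HFD), 4254 to 5341 (HFD in WT), 5704 to 6954 (HFD in KO), and for rhythms, in the order above, from 7224 to 8542, 6919 to 8091, 8242 to 10282 and 9748 to 11443. The others ranged from 731 to 1393 (interaction), 120 to 923 (rhythm change by HFD in WT), 1970 to 4672 (by HFD in KO), 349 to 852 (by genotype on control diet), 2601 to 4727 (by genotype on HFD) and 1373 to 2921 (difference between genotypes).

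With all probes tested the interaction was called for 734, and rhythm changes for 56 (HFD in WT), 1951 (HFD in KO), 121 (genotype on control diet), 2710 (genotype on HFD) and 842 (difference between genotypes). With a fold change over 1.5 the counts were 1315 and 1501 (genotype on control diet and on HFD), 298 and 547 (HFD in WT and in KO) and 209 (interaction), and with a peak-to-trough fold over 1.5 the rhythms were 2071, 1826, 3078 and 4288 (WT on LFD, WT on HFD, KO on LFD, KO on HFD). The F test over the times called 1129 for the rhythm change by HFD in WT.

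Without ZT0 rhythm changes were called for 86 (HFD in KO), 390 (genotype on control diet), 1124 (genotype on HFD) and 253 (difference between genotypes), and the class of KO on HFD alone held 473. Without ZT0 and the 3 arrays they were 92, 374, 983 and 194, with 7133 rhythmic probes in KO on HFD. The rhythm change by HFD in WT was called for 1215 without ZT4, 0 without ZT8, 196 without ZT16 and 0 without ZT20. That by genotype on control diet was called for 353 without ZT8, 337 without ZT16 and 178 without ZT20. Without ZT12 the counts were 1448 (HFD in KO), 1674 (genotype on HFD) and 918 (difference between genotypes).

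With a BIC weight of at least 0.4 the classes held 4023 (no rhythm), 636 (KO on HFD alone), 317 (KO on LFD alone), 603 (both KO groups), 191 (both HFD groups), 144 (WT on HFD and KO on LFD), 453 (all but WT on LFD), 357 (WT on LFD and KO on HFD), 231 (both LFD groups), 1308 (all but WT on HFD), 699 (all but KO on LFD), 367 (all but KO on HFD) and 1416 (all groups, not all alike). Single-gene values were followed for differences of means and not for rhythms. Of these values, the interactions of Pax2 and Ifit1 reversed without replicate 1, ranging from -0.41 to 1.33 and from -0.27 to 0 over the replicates left out. The calls of 57, 32 and 34 such values ended without replicates 1, 2 and 3, of 29 without array weights, of 2 with wash batch as a covariate, of 1 with the replicate block and of 2 without the 3 arrays.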

Other observations

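The values in this part were chosen after the data were seen, and no test was added for them.

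Hsp90b1, an endoplasmic reticulum chaperone gene, differed by 0.04 ± 0.05 between KO and WT livers on HFD, while its amplitude was 0.50 ± 0.06 in KO on HFD and 0.28 ± 0.05 in WT on HFD. Another member of the same list went a different way, as Atf3 differed in mean by -1.21 ± 0.18, which was not called without replicate 1 or 3, and its adjusted p for a difference in rhythm was 0.97 by limma. The acute phase gene Crp had an amplitude of 0.60 ± 0.08 in KO on HFD and 0.21 ± 0.07 in WT on HFD. The hepatokine gene Fgl1 had amplitudes of 0.75 ± 0.14 and 0.09 ± 0.12 in the same groups, and its adjusted p for the difference in rhythm was 0.007 by limma. These fits include ZT0, on which the count of rhythm changes depended.

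In the 3 arrays that lay apart, 711 of 1129 named genes departed in the same direction from their group mates, and 39 were higher and 11 lower by over 1 on the log2 scale in each. Nrg1 was higher by 4.71, 4.65 and 3.06, and Cd63 by 3.43, 3.40 and 2.60. Pax2 differed by -5.41, -4.88 and -4.63, and Cyp8b1, a bile acid synthesis enzyme gene, by -2.85, -3.05 and -3.21.

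The class with 1 rhythm shared by all 4 groups held 4198 of 23225 probes. The study counted genes after its own filter, so the numbers are not set against each other.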
